A study of Saccharomyces cerevisiae with 12 samples. Its data were reported in "A nucleotide resolution map of Top2-linked DNA breaks in the yeast and human genome" (2019).

How the data were processed

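Deposited CC-seq maps of vegetatively growing budding yeast were analysed. CC-seq recovers DNA ends that remain covalently bound to a protein and records the 5′ terminal nucleotide of each. Strains of the BY4741 background carried a construct at PDR1 that lowers drug export, alone (pdr1) or with loss of SAE2 (pdr1sae2) or MRE11 (pdr1mre11). Cells were incubated for 4 h with 1 mM VP16 or, per the study's methods, with DMSO in its place. The cultures without VP16 are called untreated here, after the sample labels. Each of the 6 groups held 2 biological replicates, 12 libraries in all.

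Per the file headers and the study's methods, each deposited map gives counts, as whole numbers of hits for every nucleotide and strand, with no normalization by the authors. The authors aligned paired-end reads with bowtie2 to their own build, Cer3H4L2, which is the Cer3 build with added sequence at his4 and leu2. Read pairs of mapping quality 0 were kept, so that a read matching several places was assigned to a single one of them. The rDNA, telomeric sequence, retrotransposons and their long terminal repeats were removed by the authors. In the deposited maps, stretches of at least 100 nuclear bases without a hit in any library covered 537901 bp, 4.46% of the nuclear genome, and were treated as masked. The reads carried no molecular identifiers, so intervals and floors given for single libraries cover counting error only, and the calls of noncognate sites and their simulated background count repeated reads of a molecule as separate hits. The authors also deposited a calibration ratio for each group, the scaling factor derived from a spike-in of human DNA, which the authors applied to hits scaled by the library total. The same factor was listed for both replicates of a group, and ran from 1.36 for untreated pdr1 to 7.69 for pdr1mre11 with VP16. The 6 pooled maps equalled the sums of their replicate maps position by position and were not used.

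Coordinates, gene names and sequence came from the R64 reference assembly. Chromosome ends in the maps lay within the reference lengths for every nuclear chromosome except III, where the authors' build holds added sequence. Chromosome III was therefore left out of every result that used annotation or sequence, and kept in the others. The mitochondrial genome was counted apart. A molecule of 6318 bp, numbered after the mitochondrial genome in the maps, was also counted apart, and its sequence was not used here. Reading frames numbered 5834 and intergenic regions between them 5709. An intergenic region was called divergent, tandem or convergent from the directions of its flanking reading frames.

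Libraries held from 751850 to 3646842 hits. Measures that depend on depth were computed after thinning every library to 685100 nuclear hits, the total of the smallest library, where stated. Calibrated signal was the nuclear fraction of the hits of a library multiplied by the group's factor. Because both replicates of a group shared 1 factor, the spread between replicates holds no error of the calibration, and the permutation tests planned for this signal were not valid. Ratios of calibrated signal are given with no test. Region calls and p-values from fits with spike-in library sizes likewise hold no error of the calibration, and are given only as alternatives. Pearson correlations between libraries used 50 bp bins. The correlation between strands followed the study's approach. Crick positions were offset from Watson positions over a range of 100 bp on either side, and only sites hit on both strands were kept. The share of hits at the strongest positions used 1000 positions ranked in the other replicate, at the thinned depth. Hit densities were hits per unmasked base, and promoter-containing regions were the divergent and tandem intergenic regions together. The upstream density covered 1 to 200 bp before the start codon, relative to the first 1000 bp of reading frames of at least 1000 bp. Autocorrelation was computed between 50 bp bins 5 kb apart. Sites were pairs of Watson and Crick positions at the 3 bp offset with at least 8 hits in total, including those hit on a single strand. They were tested for unequal strands with a two-sided exact binomial test, and called noncognate at p of 0.05 or less and highly cognate above 0.95. Backgrounds were 10 simulated maps per library with equal expected strands, and 10 maps with shuffled hits. The base 5′ of the cleaved bond lies 3 bases before the dyad axis of the site.

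Hits were summed over both strands per reading frame or intergenic region with at least 50 unmasked bases, which gave 11251 regions. Region counts were fitted with the quasi-likelihood model of edgeR 4.0.16, with TMM factors and the filterByExpr filter, in R 4.3.3. Treatment was tested with strain as a term, and strains were compared as contrasts of group means. Regions with a Benjamini-Hochberg adjusted p under 0.05 were counted. Tests of library values against treatment permuted the treatment labels within each strain, over 216 arrangements with a smallest two-sided p of 0.00926. Tests of the 6 VP16 libraries against 0 used every sign flip, over 64 arrangements with a smallest two-sided p of 0.03125. These 9 tests formed a family for Benjamini-Hochberg adjustment. Intervals for single-library shares are 95% Wilson intervals. Other computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

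The regions named were the 3 with the largest rise and the 3 with the largest fall under VP16 among those with an adjusted p under 0.05 and the same direction in all 6 same-numbered pairs. The sites named were the 3 with the most calibrated hits over the VP16 libraries, at least 8 of them in each. The reading frames deleted in these strains were located from the maps as runs of 100 bp tiles under 10% of the library's mean density.

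Part of the measures were checked on simulated data before use, and all 8 checks passed. Simulated maps with 20000 sites covered the strand offset, the noncognate share and cytosine 5′ of the bond. The other checks applied the density ratio to set numbers and the permutation test to random values. The remaining map measures were not simulated. In simulated counts with 200 of 11208 regions changed by a factor of 2, the treatment test recovered 194 with 10 false calls, and the test of pdr1sae2 against pdr1 recovered 167 with 12 false calls.

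Alternatives covered the calibration, the bin width, the scale of values, depth, the number and ranking of strong positions, capping of positions at 10 hits, windows, thresholds, DESeq2 1.42.0 in place of edgeR, library sizes, filters on low counts, 1 kb windows, the replicate number as a block and leaving out each library in turn. Alternatives without the mask could not be run, because the masked positions held no hits in the maps. Transcription start sites, expression data, meiotic maps and human maps were not used here.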

Results

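CC-seq assigns each protein-linked 5′ DNA end, called a hit, to a nucleotide and a strand. The yeast Top2 data comprised 12 libraries in 6 groups of 2 biological replicates each. The groups were the 3 strains pdr1, pdr1sae2 and pdr1mre11, either untreated or exposed for 4 h to 1 mM VP16 (etoposide), a drug that holds topoisomerase 2 on the DNA it has cleaved. For replicates 1 and 2 in turn, the pdr1 libraries held 2746294 and 751850 hits when untreated and 2234941 and 1690075 hits with VP16. The pdr1sae2 libraries held 2745668 and 1046827 hits when untreated and 1097282 and 2444486 with VP16. The pdr1mre11 libraries held 3646842 and 1109310 hits when untreated and 2526342 and 3010542 with VP16. The mean density over unmasked nuclear DNA ranged from 59.4 to 300.2 hits per kb.

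The genes altered in these strains were examined first. Within PDR1 on chromosome VII (469092 to 472298, Cer3 coordinates), an interval of 900 bp from 470692 to 471591 held at most 1 hit in each of the 12 libraries, where the mean density of the library would have given 53.4 to 270 hits. Within SAE2 on chromosome VII (173285 to 174322), an interval of 500 bp from 173685 to 174184 held 1 to 6 hits in the 4 pdr1sae2 libraries and 20 to 164 hits in the 8 others. Its density was at most 6.45% of the library mean in pdr1sae2 and at least 67.4% in the 8 other libraries. Within MRE11 on chromosome XIII (718575 to 720653), an interval of 1900 bp from 718675 to 720574 held 0 to 12 hits in the 4 pdr1mre11 libraries, at most 2.10% of the library mean. It held 100 to 385 hits in the 8 other libraries, at least 85.2% of the mean.

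To compare the amount of protein-linked DNA between strains, the nuclear fraction of hits was multiplied by the spike-in factor of each group. All nuclear hits were counted, and hits of untreated cells were not shown here to come from Top2. Calibrated signal in untreated cells was 1.26 ± 0.0293 in pdr1, 1.42 ± 0.0202 in pdr1sae2 and 1.59 ± 0.0327 in pdr1mre11 (SD, n = 2 each). With VP16 it was 2.11 ± 0.0322, 3.54 ± 0.0213 and 7.54 ± 0.0158 (SD, n = 2 each). These errors hold no error of the calibration, because the replicates of a group shared 1 factor, and no test was made. The ratio of VP16 to untreated signal was 1.67 in pdr1, 2.49 in pdr1sae2 and 4.76 in pdr1mre11, with a mean of 1.44 on the log2 scale (1.42 in replicate 1 and 1.45 in replicate 2). The spike-in supplied nearly all of this change, since the mean log2 ratio of the nuclear fraction alone was 0.0639. Under VP16, signal in pdr1sae2 was 1.67 times that in pdr1, and signal in pdr1mre11 was 3.57 times that in pdr1. After subtraction of the untreated signal of each strain, these ratios became 2.49 and 6.99. In untreated cells they were 1.13 and 1.26.

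Reproducibility was measured as the Pearson correlation of hits in 230769 bins of 50 bp, which are not independent replicates. Between VP16 replicates, r was 0.866 in pdr1, 0.741 in pdr1sae2 and 0.892 in pdr1mre11. Between untreated replicates, r was 0.349, 0.397 and 0.649, respectively. Among the alternatives the correlation rose only with 1 kb bins, where the means were 0.923 for VP16 and 0.664 for untreated replicates. The means fell to 0.696 and 0.314 for single strand-specific positions, and to 0.655 and 0.187 on the log2 scale. After thinning to the smallest total they were 0.730 and 0.356. The values that follow used 50 bp bins. Libraries of different strains under the same treatment had a mean r of 0.837 for VP16 (0.730 to 0.918) and 0.501 without it (0.267 to 0.811), compared with means of 0.833 and 0.465 between replicates. These means are not like for like, because replicate pairs always joined a replicate 1 with a replicate 2 library. Pairs between strains also joined same-numbered libraries, and r was 0.751 to 0.811 between the deeper untreated replicate 1 libraries. The correlation between VP16 and untreated libraries was lower, at 0.135 to 0.337.

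A break with a 4 base overhang places the Crick hit 3 bp from the Watson hit. Over sites hit on both strands, the Watson-Crick correlation at this offset was 0.409 to 0.701 in the 12 libraries, and the highest r at any other offset within 100 bp was 0.152. The correlation at 3 bp was present without the drug, at 0.580 on average in untreated libraries against 0.508 with VP16. The mean VP16 minus untreated difference over strains was -0.0721 (within-group SD 0.0658), lower in 5 of 6 same-numbered pairs, with -0.134 in replicate 1 and -0.00975 in replicate 2. This difference did not pass the test (two-sided exact permutation within strains, p = 0.0833, adjusted p = 0.0938 over 9 tests). It was past the threshold for hits on the log2 scale, where it was -0.154 (exact permutation p = 0.00926, unadjusted), the alternative that moved it most.

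**Figure D1:**
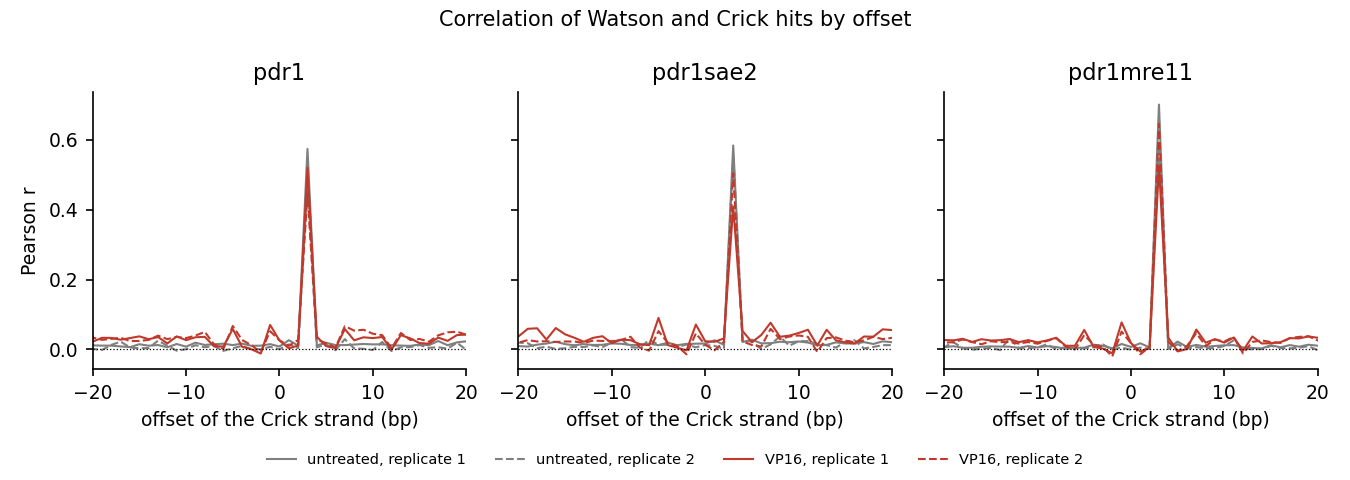
Pearson correlation (y axis) of Watson and Crick hits against the offset of the Crick strand in bp (x axis), for each library of the 3 strains (grey, untreated; red, VP16; solid, replicate 1; dashed, replicate 2). All 12 libraries peak at 3 bp, with r from 0.409 to 0.701.

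Untreated maps were compared with VP16 maps for the concentration of hits at single positions. At a depth of 685100 nuclear hits per library, the 1000 positions ranked strongest in the other replicate held 0.590 to 2.42% of hits in untreated libraries and 1.46 to 2.60% in VP16 libraries. The mean difference was 0.762 percentage points (within-group SD 0.393, higher in 5 of 6 pairs). It was 1.43 points in pdr1, 0.810 in pdr1sae2 and 0.0484 in pdr1mre11, and 0.508 in replicate 1 and 1.02 in replicate 2. The unadjusted exact permutation p (two-sided) was 0.0463 and the adjusted p was 0.0595, so the difference did not hold after adjustment. With 100 positions it was 0.0570 points (exact permutation p = 0.370), a mean of 0.213 in pdr1, higher in both pairs, 0.0977 in pdr1sae2 and -0.140 in pdr1mre11, lower in both pairs.

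The distribution of hits between genes and intergenic DNA was examined next. In untreated libraries, hit density in intergenic regions exceeded that in reading frames by 0.10 to 0.32 on the log2 scale. In VP16 libraries the excess was 0.73 to 1.17. The mean difference was 0.71 (within-group SD 0.13), higher in 6 of 6 pairs, with 0.83 in replicate 1 and 0.59 in replicate 2 (two-sided exact permutation p = 0.00926, the smallest possible, adjusted p = 0.0208). Divergent and tandem intergenic regions, which contain promoters, were also compared with convergent ones. The log2 ratio of their densities was higher with VP16 by 0.32 (within-group SD 0.09), in 6 of 6 pairs, with 0.25 in replicate 1 and 0.39 in replicate 2 (two-sided exact permutation p = 0.00926, adjusted p = 0.0208). The group means of this ratio were 0.07 to 0.15 in untreated cells and 0.31 to 0.59 with VP16.

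**Figure D2:**
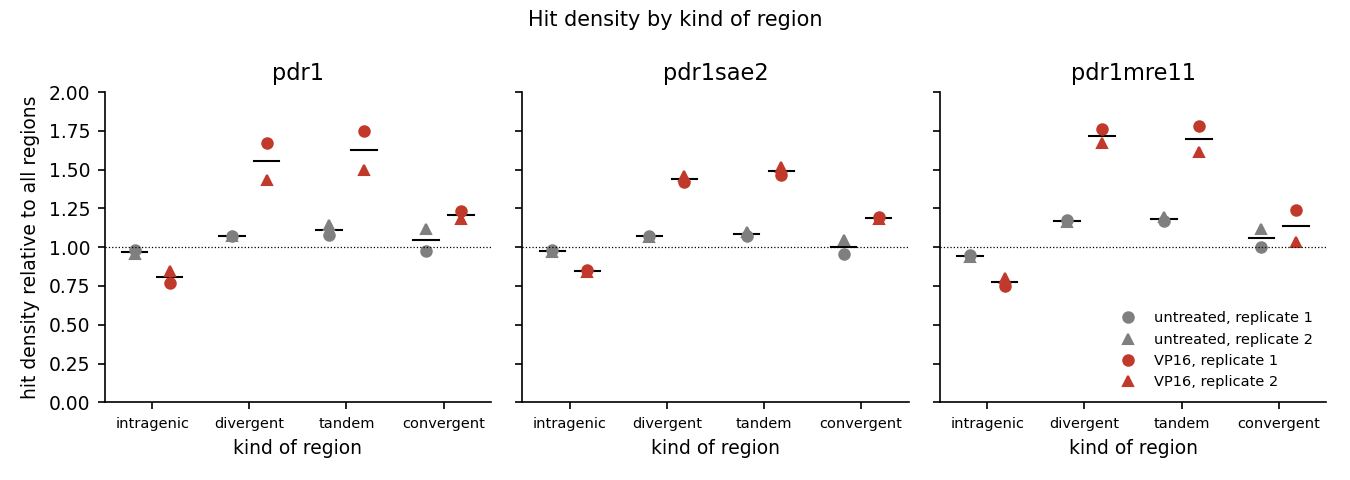
Hit density (y axis, relative to all regions) in intragenic, divergent, tandem and convergent regions (x axis), with points for replicates and bars for group means (grey, untreated; red, VP16). Intragenic density lies between 0.751 and 0.852 with VP16 and between 0.938 and 0.980 without it.

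Upstream of start codons, hit density was compared with that of the first 1000 bp of the same 3506 reading frames. In the 200 bp upstream, the log2 ratio was 0.17 to 0.40 in untreated libraries and 0.97 to 1.51 in VP16 libraries. The mean difference was 0.99 (within-group SD 0.15), higher in 6 of 6 pairs, with 1.08 in replicate 1 and 0.90 in replicate 2 (two-sided exact permutation p = 0.00926, adjusted p = 0.0208). Signal was also examined for a relation to gene length. Across 5692 genes, which are not independent replicates, the Spearman correlation of reading frame length with upstream density was -0.0382 to -0.0157 in the 6 VP16 libraries, with a mean of -0.0244. In untreated libraries it held no sign, with -0.0140 to -0.00859 in replicate 1 and 0.0138 to 0.0486 in replicate 2. The autocorrelation of 50 bp bins 5 kb apart averaged 0.00710 with VP16 and 0.00467 without it. The difference was 0.00243 (within-group SD 0.00393), higher in 3 of 6 pairs, with 0.00143 in replicate 1 and 0.00344 in replicate 2. It did not pass the test (two-sided exact permutation p = 0.287, adjusted p = 0.287), and was 0.000968 without replicate 1 of pdr1sae2 with VP16.

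**Figure D3:**
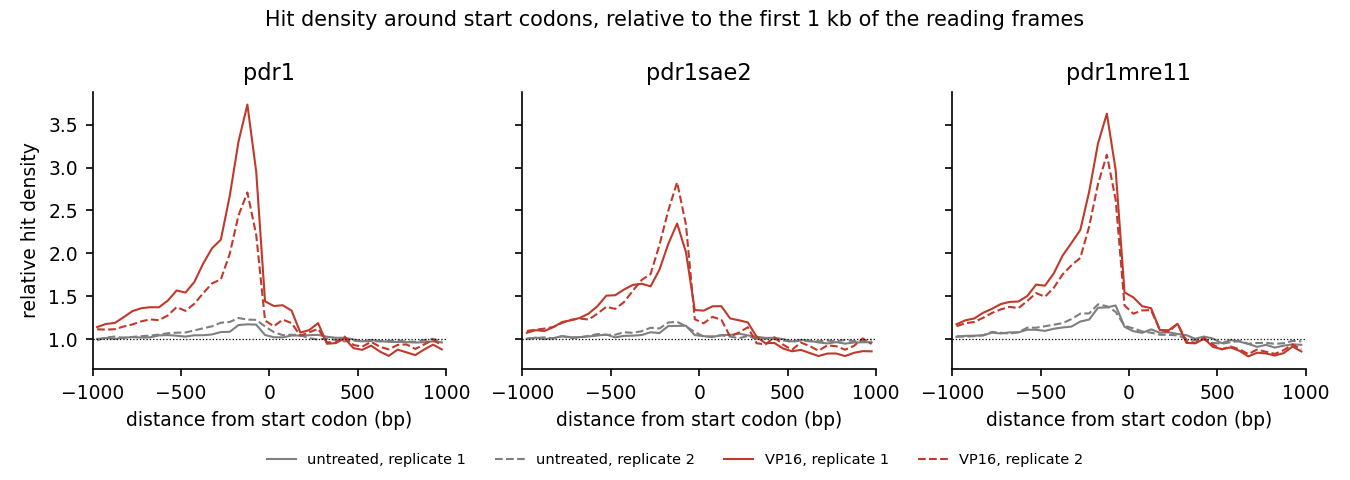
Hit density (y axis, relative to the first 1 kb of the reading frames) against distance from the start codon in bp (x axis), for each library (grey, untreated; red, VP16; solid, replicate 1; dashed, replicate 2). In the 50 bp bin centred 125 bp upstream, VP16 libraries lie between 2.35 and 3.73 and untreated libraries between 1.16 and 1.38.

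Individual regions were then tested for a change in their share of hits. Of 11208 regions, 7613 changed under VP16 at an adjusted p under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 3866 upwards and 3747 downwards, and 6040 of them moved in the same direction in all 6 pairs. Relative to the library, 1733 of 2678 tandem and 1009 of 1456 divergent regions rose, against 191 and 74 that fell, whereas 3112 of 5691 reading frames fell and 767 rose, and this excess of falls was relative only, since library sizes from the spike-in shifted the median log2 change of all regions from 0.00 to 1.49 and left 8 falls among all regions. Of 1383 convergent regions, 357 rose and 370 fell. The count moved most, to 3097, when at least 50 hits were required in every library, which left 4710 regions to test. Spike-in library sizes gave 10761 changed regions, 99.9% of them upwards, compared with 50.8% in the fit with TMM factors. The calls with spike-in sizes hold no error of the calibration, so their number is not a valid test. With total hits as library sizes, 59.2% of 7515 calls were upwards.

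The regions that met the rule for naming are given with log2 changes relative to the library. The largest rise was 2.72 ± 0.12 (SE, 6 libraries against 6) in the tandem region between YNL050C and SFB2 on chromosome XIV (534983 to 535280), with an adjusted p of 3.3e-15 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The divergent region between BET4 and MAD2 on chromosome X (387439 to 387656) rose by 2.68 ± 0.15, and the tandem region between RIC1 and AFB1 on chromosome XII (228597 to 228907) rose by 2.61 ± 0.13. Most VP16 hits between RIC1 and AFB1 lay at a single site, described below. The largest fall was -2.66 ± 0.30 in the convergent region between XPT1 and SGM1 on chromosome X (673621 to 673728), with 11 to 403 hits in untreated and 11 to 38 hits in VP16 libraries, and from -3.77 to -0.32 in single pairs. The divergent region between YKL183C-A and LOT5 on chromosome XI (98608 to 98720) changed by -2.37 ± 0.24, and the convergent region between MOD5 and RIM20 on chromosome XV (838961 to 839083) by -2.18 ± 0.30. In single pairs these changes ran from -2.97 to -1.06 and from -2.98 to -0.04. Between MOD5 and RIM20, the replicate 1 untreated libraries held 72, 43 and 116 hits and the replicate 2 ones 6, 11 and 12, against 5 to 14 in VP16 libraries, so this fall came mainly from replicate 1. The adjusted p-values of the 5 further regions ranged from 3.1e-14 to 6.1e-07 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With spike-in library sizes the log2 rises became 4.21, 4.20 and 4.10, and the falls became -1.08, -0.78 and -0.59, the last with an adjusted p of 0.0756 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.

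The strains were compared under VP16 in the same model. No region differed between pdr1sae2 and pdr1 at an adjusted p under 0.05, and 281 of 11247 differed at an unadjusted p under 0.05. The reading frame of SAE2, which has lost an interval in pdr1sae2, was thus not called either. It held 90 and 162 hits in pdr1sae2 and 163 and 158 in pdr1, in libraries of unlike depth. Of these hits, the lost interval held 3 and 6 in pdr1sae2 and 82 and 84 in pdr1. The rest of the reading frame held more hits in pdr1sae2, which offset the loss in the sum. A difference within part of a region can thus be missed, and the lack of calls does not exclude real differences. Between pdr1mre11 and pdr1, a single region differed, the reading frame of MRE11, at -3.70 ± 0.19 (log2, SE; adjusted p = 2.2e-12 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 770 differed at an unadjusted p under 0.05. MRE11 is deleted in pdr1mre11 and was named after its value was seen. No region showed a VP16 response that differed between pdr1sae2 and pdr1, or between pdr1mre11 and pdr1, in tests of the interaction, with 121 and 311 regions at an unadjusted p under 0.05. For pdr1sae2 the smallest p was that of SAE2 itself, at a log2 of 1.56 (adjusted p = 0.216 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). These are tests of shares of hits. With spike-in library sizes, 9013 regions were called higher in pdr1sae2 than in pdr1, and 11141 were called higher in pdr1mre11. These sizes move every region of a group by the same shared factor, with median log2 changes of 0.74 and 1.82. The calls hold no error of the calibration and are not valid tests of calibrated signal in single regions.

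Among single sites with a 3 bp offset, the most calibrated hits under VP16 lay at Watson position 228604 and Crick position 228607 on chromosome XII, within the region between RIC1 and AFB1 named above. This site held 173 to 442 hits in VP16 libraries and 1 to 12 in untreated libraries. The whole region held 269 to 561 hits in VP16 libraries, and most of them lay at this site in each library. The rise of the region was therefore not spread evenly over it. The next lay at 489975 and 489978 on chromosome XII between YLR162W and RRT15, with 162 to 319 hits with VP16 and 3 to 80 without. Its surrounding 40 bp occurred 3 times in the reference, so its reads were not assigned to this locus with certainty. The site at 248132 and 248135 on chromosome IV, in the divergent region between HEM25 and CYK3, held 106 to 352 hits with VP16 and 1 to 40 without. It ranked 3 by calibrated hits and 4 by share of library hits.

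The base 5′ of the cleaved bond was examined for its preference. Cytosine makes up 19.1% of the genome analysed. In untreated libraries, 21.6 to 23.0% of hits had cytosine there. With VP16 in pdr1, the share was 65.6% (95% Wilson interval 65.5 to 65.6) in replicate 1 and 51.4% (51.3 to 51.5) in replicate 2. In pdr1sae2 it was 46.4% (46.3 to 46.5) and 60.0% (59.9 to 60.1), and in pdr1mre11 it was 65.0% (64.9 to 65.1) and 65.1% (65.1 to 65.2). The mean difference between VP16 and untreated libraries was 36.5 percentage points (within-group SD 5.69), higher in 6 of 6 pairs, with 36.7 in replicate 1 and 36.3 in replicate 2 (two-sided exact permutation p = 0.00926, adjusted p = 0.0208). The difference was smallest, at 24.9 points, when each position was counted once.

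**Figure D4:**
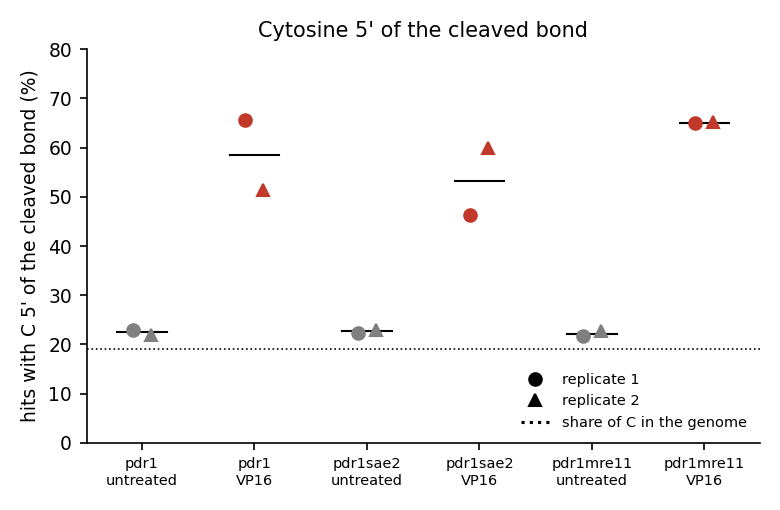
Percent of hits with cytosine 5′ of the cleaved bond (y axis) in each group (x axis), with points for replicates, bars for group means and a dotted line at the genome share of 19.1%. VP16 libraries lie between 46.4 and 65.6%, untreated libraries between 21.6 and 23.0%.

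To ask whether hits were balanced between strands, 3 bp offset sites with at least 8 hits were tested for unequal Watson and Crick hits. In pdr1 with VP16, 38.8% (95% Wilson interval 38.4 to 39.3) of 40509 sites in replicate 1 and 38.0% (37.2 to 38.8) of 14274 sites in replicate 2 were noncognate. In pdr1sae2 the shares were 35.1% (33.7 to 36.4) of 4727 sites and 36.5% (36.0 to 37.0) of 37022 sites. In pdr1mre11 they were 39.2% (38.7 to 39.6) of 51221 sites and 27.0% (26.6 to 27.3) of 62478 sites. Simulated maps with equal strands gave 2.29 to 2.54% in the VP16 libraries, and shuffled maps gave 84.3 to 94.3%. The excess over the simulated share averaged 33.3 percentage points (24.4 to 36.6), above 0 in 6 of 6 VP16 libraries (two-sided exact sign-flip permutation p = 0.03125, the smallest possible, adjusted p = 0.0469). The simulated maps treat every hit as a separate molecule, so repeated reads of single molecules would also give an excess above 0, and this test does not separate them from unequal cleavage. Amplification within single libraries would not favour the same strand in both replicates, which was examined after the data were seen. Among sites noncognate in a VP16 library with at least 8 hits, unequal between strands, in the other replicate (1546 to 14069 sites), 89.3 to 96.7% favoured the same strand there, where chance gives 50%. In untreated libraries 87.1 to 100% of 85 to 1073 sites did. A bias tied to sequence would recur in the same way and was not tested. The same excess in untreated libraries averaged 27.7 points (24.2 to 30.4), over 260 to 20229 sites. The VP16 minus untreated difference, tested only after the data were seen, was 5.60 points, higher in 5 of 6 pairs, with 7.06 in replicate 1 and 4.14 in replicate 2 (two-sided exact permutation p = 0.0370, unadjusted). With at least 20 hits per site it was -1.17 points, higher in 3 of 6 pairs (two-sided exact permutation p = 0.787, unadjusted). That sign rested on replicate 2 of untreated pdr1, which had 66.5 points over 53 sites, or on replicate 2 of pdr1mre11 with VP16, and without them in turn the difference was 2.17 and 0.904 points.

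Sequence at the opposite cleaved bond was compared between the classes, as the share of guanine 3 bases after the dyad axis, with sites oriented and weighted by strand. In pdr1 with VP16 replicate 1, guanine was present at 72.9% of highly cognate and 29.2% of noncognate sites. The highly cognate minus noncognate difference averaged 41.8 percentage points over the VP16 libraries (34.1 to 47.5), above 0 in 6 of 6 (two-sided exact sign-flip permutation p = 0.03125, adjusted p = 0.0469). It averaged 45.6 ± 2.71 in pdr1, 45.4 ± 1.01 in pdr1sae2 and 34.2 ± 0.17 in pdr1mre11 (SD, n = 2 each). In untreated libraries the difference had the opposite sign, -17.0 to -2.60 points, with 42 to 2779 highly cognate sites per library.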

Values the study reported

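The study reported correlations of r > 0.89 between replicate yeast Top2 libraries, in a passage on VP16-treated cells.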

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

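Of the tests in this part, that of the difference in depth was set out before its result was seen, and that of shared positions was chosen only after. Groups held 2 libraries each, too few to test any library as far from the others. In the values compared in the report at their first settings, no strain moved opposite to another in both of its pairs. In the alternatives of the 9 tested measures that kept all libraries, this happened only for the share of hits at the 100 strongest nuclear positions, which rose in both pairs of pdr1, by 0.213 points on average, and changed by -0.140 in pdr1mre11, lower in both pairs. That difference was not tested.

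Hits on the molecule of 6318 bp that is numbered after the mitochondrial genome in the maps took no part in the comparisons above, and they changed with the drug. The 100 strongest positions on each strand-specific map of the molecule held 7.65 to 14.8% of its hits in untreated libraries and 17.8 to 26.5% with VP16. The mean difference within strains was 11.5 percentage points (two-sided exact permutation p = 0.00926, the smallest possible). Watson and Crick hits correlated best at an offset of 3 bp in all 6 VP16 libraries (r from 0.520 to 0.684), but at 1 bp in 4 of the 6 untreated libraries.

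Depth was tested as a cause by thinning every library to 10086 hits on the molecule. The difference was then 11.1 points (exact permutation p = 0.00926), which argues against depth as the whole cause. If the VP16 maps had been the untreated maps on another scale, about as many of the 100 strongest positions would have been shared as between replicates. At most 19 were shared between a VP16 library and its untreated partner, whereas replicates shared 44 to 77. Cleavage of the molecule by drug-held Top2 may account for the change, as a hypothesis from the same data. Reads shared with other sequences were not tested, because the sequence of the molecule was not used here, and they stay open.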

How the results depend on the processing

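The alternatives below were chosen before the data were examined, apart from thinning for the correlation between replicates, the scaling by mitochondrial hits, the ranking of sites by share of library hits, and leaving out single libraries for the share at the strongest positions, the autocorrelation and the gene length correlation, and every alternative for the VP16 minus untreated difference of the noncognate excess, which were chosen after seeing the data. The results that answer a comparison were recomputed under 273 alternatives. In 236 of these the direction and the side of the threshold stayed, or the value moved by less than the spread between replicates. Among the rest, 5 no longer passed the threshold, 3 newly passed it, 15 moved and 14 reversed. The named regions and sites had 105 alternatives, of which 103 left them as they were.

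The VP16 increases in intergenic over intragenic density, in promoter-containing over convergent density, upstream of start codons and in cytosine 5′ of the bond stayed positive in every alternative run for them and past the threshold (unadjusted) in every one that kept all 12 libraries. Across the 12 computations that each left out a library, for which no test was made, they ranged from 0.66 to 0.77, from 0.29 to 0.35, from 0.92 to 1.06 and from 34.1 to 38.9 percentage points. The noncognate excess ranged from 24.6 points, for sites hit on both strands, to 48.9 points, with at least 20 hits per site. The guanine difference ranged from 33.0 points, against all cognate sites, to 43.3 points, without 1 pdr1mre11 library. Fewer sites entered at the higher minimum, and the untreated libraries rested on as few as 260 sites, which limits the precision of their noncognate shares. The VP16 minus untreated difference of this excess, 5.60 points (exact permutation p = 0.0370, unadjusted), reversed to -1.17 points with at least 20 hits per site, where untreated libraries averaged 50.1 points (exact permutation p = 0.787). At that minimum it ranged from -4.52, without replicate 1 of untreated pdr1, to 2.17, without replicate 2 of the same group, which held 53 sites. It was 0.904 without replicate 2 of pdr1mre11 with VP16, and stayed below 0 without each of the other 10 libraries. It was 5.76 points with adjusted p for each site (exact permutation p = 0.0648) and 2.00 points for sites hit on both strands (exact permutation p = 0.222). It was 3.57 to 7.64 points when single libraries were left out. The cause was not tested.

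The VP16 minus untreated difference of the Watson-Crick correlation was -0.0721 and did not pass the test, but was past the threshold on the log2 scale (-0.154), as a Spearman correlation (-0.0639) and after thinning (-0.0908). The unadjusted exact permutation p was 0.00926 in each. With at least 2 hits on each strand it was -0.0239 (exact permutation p = 0.583). The cause was not tested. The difference in the share of hits at the strongest positions, 0.762 points with 1000 positions, was 0.0570 with 100 positions (exact permutation p = 0.370; strains of opposite sign, 0.213 in pdr1 and -0.140 in pdr1mre11) and 4.89 with 10000 (exact permutation p = 0.00926). The cause was not tested. The autocorrelation difference of 0.00243 at 5 kb reversed to -0.00834 at 1 kb and to -0.00136 at 10 kb, none of them past the threshold. It ranged from 0.000968, without replicate 1 of pdr1sae2 with VP16, to 0.00390, without replicate 2 of the same group. The correlation of gene length with upstream density, -0.0244 in VP16 libraries, averaged 0.00888 in untreated ones, where it was below 0 in 3 of 6 libraries. With the window from 50 to 150 bp the means were -0.0411 and -0.0103, and 5 of 6 untreated libraries were below 0. The VP16 minus untreated difference was -0.0332 with the main window and -0.0308 with this one (exact permutation p = 0.00926 in each, unadjusted). The cause was not tested.

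The calibrated log2 ratio of VP16 to untreated signal, 1.44, was 0.0639 without the spike-in, which by construction compares only the nuclear share of hits. Scaling to mitochondrial hits gave 3.03, and the cause was not tested. Subtracting the untreated signal moved the log2 ratio to pdr1 from 0.74 to 1.31 for pdr1sae2 and from 1.83 to 2.81 for pdr1mre11, as removing a common background does by construction.

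The 7613 regions changed under VP16 became 7134 to 7641 when single libraries were left out, 7451 with DESeq2 (7414 of them the same regions) and 7802 with 1 kb windows. With at least 50 hits in every library the count was 3097, because 4710 regions were tested in place of 11208. With spike-in library sizes, calls between strains went from 0 to 9013 for pdr1sae2 and from 1 to 11142 for pdr1mre11, and calls of a strain-dependent response from 0 to 1307 and from 0 to 10641. These sizes move every region of a group by the same factor, so the calls hold no error of the calibration and are not valid tests. The MRE11 call was lost under the filter of 50 hits (0 regions, as the filter removes a deleted gene). There were 2 calls with 1 kb windows and 3 when only the compared groups were fitted, and MRE11 was among the latter. Of the named regions, the fall between MOD5 and RIM20 was -0.59 with spike-in sizes and did not pass the threshold (adjusted p = 0.0756 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and from 2.6e-08 to 0.0756 over its 17 alternatives).

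The replicate number was also used as a block. Deviations of same-numbered libraries from their group means correlated by -0.205 to 0.403 over the 15 pairs of groups, above 0.1 in 8 and below -0.1 in 3, so the numbers were not taken to pair the libraries. The pairs of untreated groups correlated by 0.326 to 0.403, and hits at URA3 followed the number (0 to 5 in replicate 1, 27 to 140 in replicate 2), so a batch shared by same-numbered libraries is not excluded. With the block, 7771 regions changed under VP16, 0 and 2 differed between pdr1sae2 or pdr1mre11 and pdr1, and 0 and 1 had a strain-dependent response. Sign flips over the 6 pairs cannot give a two-sided p under 0.03125. They gave that value for the 4 increases above, an exact permutation p of 0.0938 for the difference of 0.762 points at the strongest positions, an exact permutation p of 0.0625 for the noncognate difference of 5.60 points and an exact permutation p of 0.156 for the Watson-Crick difference of -0.0721.

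Several alternatives were not run. Analyses without the mask need hits that the maps do not hold. Counts of regions between strains were not recomputed where leaving out a library would leave 1 library in a compared group. The filter of 50 hits gave no value for the named regions, none of which passed it. Fitting only the compared groups was not a separate choice for VP16 over untreated, which compares all 6 groups. The block does not apply to the tests of VP16 libraries alone.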

Other observations

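The test of repeated sequence was set out before its result was seen, and every other test in this part was chosen only after the result was seen.

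Split by treatment, the 12 libraries gave 7613 changed regions. Of 100 splits of the libraries into 6 and 6, the real one included, 1 gave as many. The median of the others was 0 and the largest was 5115, in a split that exchanged 2 libraries.

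The strongest untreated sites differed in sequence from the VP16 sites. Among the 300 strongest 3 bp offset sites of each library, guanine lay 6 bases before the dyad axis in 85.5 to 96.2% of strand-oriented sequences at untreated sites and in 36.2 to 39.3% at VP16 sites, against 19.1% in the genome. The mean difference was -53.7 points (two-sided exact permutation p = 0.00926, the smallest possible). Cytosine 5′ of the bond was present in 14.3 to 19.3% at untreated and 81.8 to 91.7% at VP16 sites. Sequence bias of fragment ends on a single strand would leave no partner on the other strand, but at least 62.4% of strong untreated Watson positions had a Crick hit 3 bp away in the other replicate, against 7.7% at most at any other offset. A bias acting on each strand would leave such partners too, because most strong sites had this guanine on both strands. Partners therefore cannot exclude sequence bias of that kind. Amplification in single libraries would not recur between replicates, but at least 75% of the sites ranked in replicate 1 were hit on both strands in replicate 2, compared with 0.252% or less of random sites. Repeated sequence held at most 2.33% of the sites. The VP16 sites at a lower level would share their positions, but at most 43 of the 1000 strongest untreated sites were among the 1000 strongest VP16 sites of the strain, while VP16 replicates shared 498 to 563. A paired cutting activity other than drug-held Top2 may make these sites, in the cells or during library preparation. That hypothesis was not tested.

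The mitochondrial share of hits fell under VP16. It was 3.22 to 7.54% in untreated libraries and 0.173 to 3.04% with VP16, a mean log2 change of -2.97 (two-sided exact permutation p = 0.00926, the smallest possible). Dilution by more nuclear hits alone would leave calibrated mitochondrial hits equal, but these changed by -1.59 on average (log2), lower in 6 of 6 pairs. A calibration scale set too low for the VP16 libraries would lower mitochondrial hits and hits at the strongest untreated sites alike. The log2 changes differed by 0.38 to 1.92 within pairs. In replicate 2 of pdr1sae2, calibrated hits at those sites rose by 0.18 while mitochondrial hits changed by -0.83, and in the other 5 pairs both fell. This cause cannot be told apart from a real fall, because VP16 hits can also arise at the untreated sites. A change of mitochondrial complexes under the drug stays open and was not tested.

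Reads assigned to URA3 (chromosome V, 116167 to 116970) appeared mostly in replicate 2. Replicate 1 libraries held 0 to 5 hits there and replicate 2 libraries 27 to 140, which is 18.2 to 144% of the density of the flanking DNA. In all, replicate 2 held 432 hits. If another whole yeast genome had been mixed in, MET17 and the interval without hits in PDR1 would also have been hit. Their density in replicate 2 was 0.333% of that of URA3. If the gene had been present in the treated cells, its VP16 hits would have had cytosine as often as the flanking 10 kb, at 58.0%. The share was 24.1% (95% Wilson interval 19.2 to 29.8), equal to the 24.1% in untreated replicate 2 libraries. DNA with URA3 added after the treatment, such as a plasmid, may be the source. That hypothesis was not tested.

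The cytosine share under VP16 differed between replicates by 14.2 points in pdr1 and 13.6 points in pdr1sae2, but by 0.121 points in pdr1mre11. If the replicate with the lower share had held more hits of the untreated kind, the share of its hits at the untreated sites would have been higher. It was lower, by a log2 difference of -0.28 in pdr1sae2 and -0.36 in pdr1, but by less than the spread of this share between replicates (within-group SD 0.44). Each VP16 replicate was measured at sites ranked in the untreated library of the other number, so the site lists differed. These differences therefore cannot show which replicate held more hits of the untreated kind. The mitochondrial share, which is higher without the drug, was 3.04% in the pdr1 replicate with less cytosine and 0.549% in the other, but 0.543% and 1.49% in pdr1sae2. The intergenic excess, which is lower without the drug, was 0.75 against 1.10 (log2) in pdr1 and 0.73 against 0.79 in pdr1sae2. More hits of the untreated kind therefore cannot be told apart from other causes, because these values go both ways. The cause stays open.

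The correlation between VP16 replicates here was 0.909 to 0.930 in 1 kb bins, above the value quoted from the study. In 50 bp bins it was 0.866 in pdr1, 0.741 in pdr1sae2 and 0.892 in pdr1mre11, above that value only in pdr1mre11. The bin width behind the study's value is not known here.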
